A study of Mus musculus with 41 samples. Its data were reported in "The pioneer factor SOX9 competes for epigenetic factors to switch stem cell fates" (2023).

How the data were processed

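CNR was measured for SOX9 and MLL3/4 in EpdSCs sorted from mouse back skin and for MLL3/4 and the MYC tag of transgenic SOX9 in cultured keratinocytes. Of the 41 samples, 32 stood behind 18 deposited peak lists. Of these lists, 16 are described as called on pooled replicates, with 2 samples in each group, and 2 (MLL3/4 and MYC-tag CNR without DOX) on replicate 1 alone. The labels of both MLL3/4 samples of WT-SOX9 with DOX describe replicate 2, although their titles number them 1 and 2, so which replicates stand behind that list is unsure. The remaining 9 samples, 1 each of JUN, ARID1a and BRG1 CNR in WT-SOX9 cells without DOX, WT-SOX9 cells with DOX and dHMG-SOX9 cells with DOX, had no peak list and were not analysed here. Groups were taken from the sample labels.

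The authors trimmed paired reads with Skewer, aligned them to mm10 with Bowtie2, removed duplicates with Picard, kept fragments of at most 120 bp, combined the replicates and made coverage tracks with Deeptools. They called peaks with SEACR in its stringent mode at a numeric threshold of 0.01. In the deposited SOX9 and MYC-tag lists and in both replicate 1 lists, the maximum signal of a peak is in RPKM, a count per kb scaled to the size of the library, as computed by the authors. The pooled SOX9 and MYC-tag lists were kept by the authors above a score of 1800, which in the deposited values was a limit on the maximum signal in RPKM. In the 7 deposited pooled MLL3/4 lists the signal is whole-number coverage without scaling, although the authors described RPKM tracks. The other deposited score, the total signal, is the sum of the signal over the bases of a peak as SEACR computed it for the authors. Signals in different units were never compared, and ranks by total signal were taken within a list.

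Peak lists were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, intervals came from scipy 1.17.1 and plots from matplotlib 3.10.9. Positions refer to mm10 (GRCm38.p6) and genes to GENCODE vM21, and 0 peaks ended beyond a reference chromosome. Peaks on the mitochondrial sequence, 3 in each pooled MLL3/4 list of cultured cells and 4 in each replicate 1 list, were left out because they say nothing about chromatin. Coordinates count from 1. Depth was not given in the lists. For lists in RPKM, the RPKM of 1 fragment was taken as the largest step of which all maximum signals are whole multiples. The maximum of a peak divided by that step gave the fragments covering its highest point, not all fragments in the peak. The number of fragments in a library follows from the step for coverage in positions of 1 bp, which the peak borders showed. It was 2.53 M for replicate 1 of MYC-tag CNR and 8.55 M for replicate 1 of MLL3/4 CNR, both without DOX. The depth of the other single samples and of the unscaled lists is unknown.

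Peaks were counted as shared where they overlapped by at least 1 bp, and each share is of the peaks of the first list named. The local background of a share was the overlap of the same peaks moved by 10 kb to each side. MLL3/4 peaks were called lost where a D0 (or no-DOX) peak had no overlapping peak later (or with DOX), gained in the opposite case and kept otherwise. Consensus words were counted on both strands in windows reaching 50 bp to each side of the centre of the maximum, against windows of the same width 1 kb to each side, for SOX (SCWTTGT), AP1 (TGASTCA), GATA (AGATAAS) and RUNX (AACCACA). CTCF (CCNYCTRSTGG) and TP63 (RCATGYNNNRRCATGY) words were also counted and are reported among the other observations. Promoters reached 1 kb to either side of an annotated transcription start. The named genes were *Gata3*, *Trp63*, *Runx1*, *Krt5*, *Ctnnb1*, *Vim* and *Sox9*, 7 loci that the study names, taken with 50 kb to each side. Beside them the rule named, per list, the 3 peaks of highest total signal among those that no uninduced list of the same antibody overlapped, and for uninduced MLL3/4 lists the 3 highest among those lost. These definitions, the words and the comparisons were fixed before the data were examined, and the split by first time point and the split by sharing with dTA-SOX9 were chosen afterwards.

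No test between groups was made, because each group has 1 list, so every share has a 95% Wilson interval over peaks in its place. A change between lists at the same WT-SOX9 sites has a normal interval over sites. The alternatives were an overlap of at least 50% of the shorter peak, the 50% of each list with the highest total signal, lists of equal size made of the peaks with the highest total signal, merging of peaks within 500 bp, a total signal above 1800 or above 3600, autosomes only, the union of SOX9 lists, WT-SOX9 peaks missed by the no-DOX list, the list of replicate 1 alone, shorter and longer SOX words, wider and more distant windows, promoters of 2.5 kb and loci of 10 kb. A maximum signal above 3600 RPKM was added after the data were seen.

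The methods were tested on simulated data. An overlap planted at 29.9% of 20000 peaks was found as 29.9%, and a background of 6.20% as 6.41% of 8000 peaks. A SOX word share planted at 23.4% was found as 23.5%. For 30000 simulated peaks in which signal alone caused a difference of 28.9 points, comparison at equal deciles of signal left 0.877 points, and where the group was the cause, 29.1 of 30 planted points were found. Weighting to another GC distribution gave 16.1% for 16.04%.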

Results

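CUT&RUN (CNR) maps where a protein sits on chromatin by releasing and sequencing the DNA fragments that an antibody-tethered nuclease cuts around it. The series held 41 mouse samples, of which 32 stood behind the 18 peak lists examined, and the other 9 (JUN, ARID1a and BRG1 CNR) were not analysed here. In vivo, epidermal stem cells (EpdSCs) were sorted from back skin of mice in which doxycycline (DOX) switches on a MYC-tagged *Sox9* transgene. SOX9 CNR covered D0, that is before DOX, and weeks (W) 1, 2, 6 and 12 of DOX, with 2 samples each, and MLL3/4 CNR covered D0, W1 and W2, with 2 samples each. MLL3 and MLL4 are histone methyltransferases of enhancers. The mice were 21 postnatal days old at D0, 28 at W1, 35 at W2 and 63 at W6, and the W12 skin had been grafted, so that age and grafting changed together with the weeks of DOX.

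In culture, EpdSC-derived keratinocytes carried wild-type SOX9 (WT-SOX9), SOX9 without its transactivation domain (dTA-SOX9) or SOX9 without its DNA-binding HMG domain (dHMG-SOX9). MYC-tag CNR, directed at the tag of the transgenic protein, and MLL3/4 CNR were each done in WT-SOX9 cells without DOX and in WT-SOX9, dTA-SOX9 and dHMG-SOX9 cells with DOX at 1 µg per ml, with 2 samples each. Every group was represented by 1 peak list, described as called on pooled replicates, so no spread between replicates could be computed and no test between groups was made. Shares of peaks are given with 95% Wilson confidence intervals (CI), which cover counting error only. Peak scores are the authors' and were used to describe, rank or filter peaks within a list. Maxima over a satellite region and mitochondrial DNA, and the lowest total signals of lists in RPKM, were also compared between lists.

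Depth could be read from the lists in RPKM, because 100% of their maximum signals were whole multiples of 1 value per list, the RPKM of 1 fragment. That value was 30.7 at D0, 57.6 at W1, 76.4 at W2, 42 at W6 and 46.0 at W12 for SOX9 CNR. With positions of 1 bp it implied 32.5, 17.4, 13.1, 23.8 and 21.8 M fragments, in that order (or M reads, if mates were counted apart). The peak of lowest maximum was therefore covered at its highest point by 59 fragments at D0, 32 at W1, 24 at W2, 43 at W6 and 40 at W12. The MYC-tag lists were shallower, with 4.94 M fragments implied without DOX, 6.09 M for WT-SOX9, 4.88 M for dTA-SOX9 and 4.04 M for dHMG-SOX9. Their peaks of lowest maximum were covered at the highest point by 9, 11, 9 and 8 fragments. The depth of the 7 pooled MLL3/4 lists is unknown, since they held unscaled signal.

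To follow SOX9 on chromatin after its induction, SOX9 CNR peaks were counted at each time point. The D0 list held 792 peaks, against 15651 at W1, 18657 at W2, 20579 at W6 and 9745 at W12. Median peak width was 682 bp at W1, 435 bp at W2, 599 bp at W6 and 465 bp at W12. Of the alternatives tried, a maximum signal above 3600 RPKM, chosen after the data were seen, moved these numbers most, to 60 peaks at D0 and 4185, 6843, 5879 and 2125 peaks at W1, W2, W6 and W12. W2 rather than W6 then had the longest list, and D0 the shortest under both. The lowest total signal in a list also differed, at 77469 at D0, 108332 at W1, 235304 at W2, 166230 at W6 and 73533 at W12. Counts and sharing between these lists therefore had no common limit on total signal.

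Merging the lists of W1 to W12 gave 28549 regions, of which 10290 (36%) came from 1 time point, 6935 (24.3%) from 2, 6214 (21.8%) from 3 and 5110 (17.9%) from all 4. Of the W1 peaks, 77.7% (95% CI 77.1 to 78.4) overlapped a W2 peak, and 75.1% (95% CI 74.4 to 75.7) of the W2 peaks overlapped a W6 peak. The corresponding shares for peaks moved 10 kb, used as the local background, were 5.03% and 4.80%. By contrast, 39.7% (95% CI 39.0 to 40.3) of the W6 peaks overlapped a W12 peak (background 2.01%), while 85.0% (95% CI 84.3 to 85.7) of the W12 peaks overlapped a W6 peak (background 4.21%). Lists of equal size moved this pair most, to 59.1% and 60.4%. The D0 peaks were few, and 91.2% (95% CI 89.0 to 92.9) of them recurred at W1 (background 7.01%). They also lay on D0 MLL3/4 peaks in 97.2% (95% CI 95.8 to 98.2) of cases (background 10.2%).

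Whether the peaks carried the binding sequence of SOX factors was asked with a fixed consensus word, SCWTTGT on either strand (S stands for C or G, W for A or T), in windows reaching 50 bp to each side of the signal maximum, against control windows 1 kb to each side. In vivo the word was found in 8.21% (95% CI 6.49 to 10.3) of windows at D0, 18.4% (95% CI 17.8 to 19) at W1, 15.5% (95% CI 15.0 to 16.0) at W2, 18.8% (95% CI 18.2 to 19.3) at W6 and 24.8% (95% CI 23.9 to 25.6) at W12. Control windows gave 6.0%, 6.46%, 6.24%, 6.41% and 6.37%, so the ratio to control was 1.37, 2.85, 2.48, 2.93 and 3.89. The word CCWTTGTT moved the ratios most, to 5.22 at W1 and 7.16 at W12, and the order of W1 and W12 was the same. For AP1, the factor family of FOS and JUN, the word TGASTCA was found in 45.5% (95% CI 42 to 48.9) of D0 windows, 16.2% (95% CI 15.6 to 16.8) at W1, 15.7% (95% CI 15.2 to 16.2) at W2, 23.5% (95% CI 23.0 to 24.1) at W6 and 29.8% (95% CI 28.9 to 30.8) at W12, against 2.01% to 2.34% in control windows. The GATA word AGATAAS stood at 3.17% of W1 windows (control 2.34%) and 1.49% of W12 windows (control 2.25%).

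**Figure D1:**
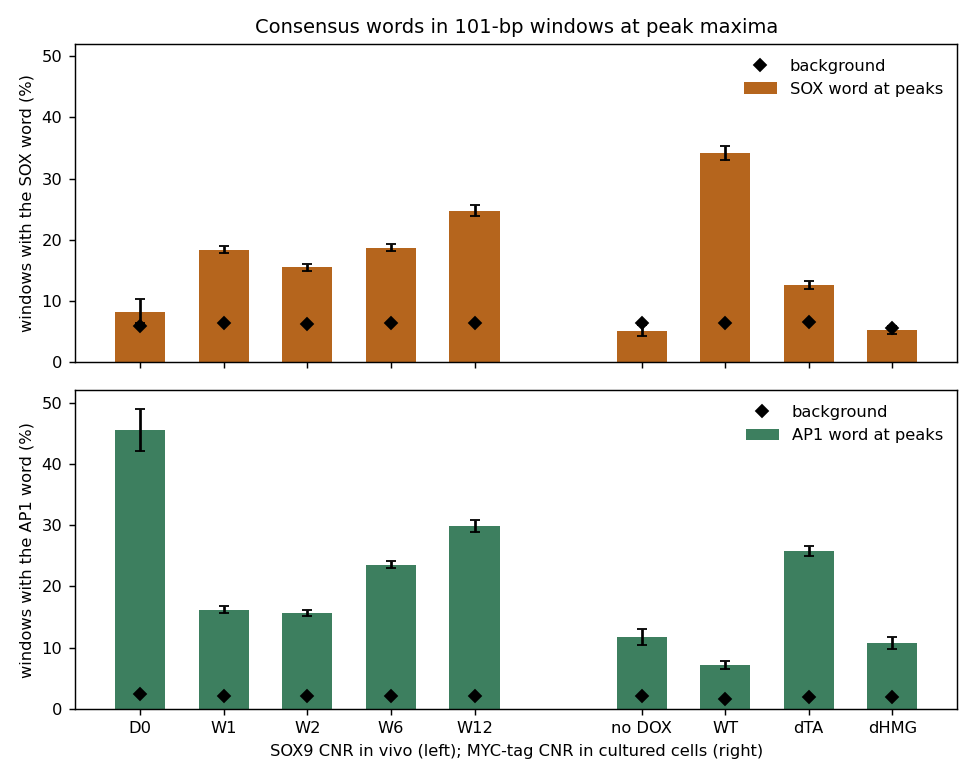
Share of windows at peak maxima, 50 bp to each side (%, vertical axis) that held the SOX word (upper panel) or the AP1 word (lower panel) in each SOX9 CNR list in vivo and each MYC-tag CNR list of cultured cells (horizontal axis). Bars are shares with 95% Wilson intervals and diamonds are control windows 1 kb away; the SOX word stood highest in the WT-SOX9 list of cultured cells, at 34.3%, and the AP1 word highest at D0, at 45.5%.

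Peaks were also split by the time point at which they were first seen. There were 14920 W1 peaks without a D0 overlap, 5827 W2 peaks without an earlier one, 6002 such W6 peaks and 1293 such W12 peaks. The share lying on D0 MLL3/4 peaks was 66.2% (95% CI 65.5 to 67.0) for those first seen at W1, 57.2% (95% CI 55.9 to 58.5) at W2, 22.6% (95% CI 21.6 to 23.7) at W6 and 7.19% (95% CI 5.91 to 8.73) at W12, with backgrounds of 6.96%, 4.42%, 3.52% and 2.01%. The AP1 word was found in 15.1%, 13.2%, 30.5% and 36.4% of their windows. The SOX word was found in 18.7%, 11.1%, 20.5% and 20.7% (controls 6.48%, 6.04%, 6.38% and 6.73%), lowest for peaks first seen at W2. The RUNX word AACCACA was found in 2.12% (95% CI 1.90 to 2.36) of windows first seen at W1 and 3.98% (95% CI 3.52 to 4.51) of those first seen at W6 (controls 2.40% and 2.30%). This split was chosen after the lists had been examined.

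Promoters, taken as 1 kb to either side of an annotated transcription start, took up 21.3% (95% CI 18.6 to 24.3) of the D0 peaks, 21.1% (95% CI 20.5 to 21.8) of the W1 peaks, 24.8% (95% CI 24.1 to 25.4) of the W2 peaks, 19.4% (95% CI 18.9 to 19.97) of the W6 peaks and 11.5% (95% CI 10.9 to 12.2) of the W12 peaks. Within 2.5 kb of a start the shares at D0, W1 and W12 were 28.3%, 28% and 17.8%. Of the MLL3/4 peaks at D0, 24.8% (95% CI 24.3 to 25.2) lay at promoters, against 11.3% (95% CI 10.8 to 11.9) of the MLL3/4 peaks gained at W1.

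To ask where MLL3/4 went after induction, its D0 list of 37072 peaks was compared with the W1 list of 31539 and the W2 list of 29281. At W1, 17963 D0 peaks had no overlapping W1 peak, a lost share of 48.5% (95% CI 47.9 to 49.0), and 12518 W1 peaks had no D0 peak, a gained share of 39.7% (95% CI 39.2 to 40.2). At W2, the lost share was 48.7% (95% CI 48.2 to 49.2) and the gained share 35.7% (95% CI 35.1 to 36.2). Lists of equal size moved the lost shares most, to 41.6% at W1 and 40.7% at W2. In the tenth of the D0 list with the highest total signal, 3.78% (95% CI 3.21 to 4.44) of the peaks were lost at W1, whereas 81.7% (95% CI 80.5 to 83.0) were lost in the tenth with the lowest.

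Lost and gained MLL3/4 peaks were then set against SOX9 CNR at W1. SOX9 peaks overlapped 7.58% (95% CI 7.20 to 7.97) of the lost peaks, 30.5% (95% CI 29.7 to 31.3) of the gained peaks and 55.0% (95% CI 54.3 to 55.7) of the W1 peaks kept from D0, against backgrounds of 2.22%, 2.70% and 4.26%. Limiting the MLL3/4 lists to a total signal above 1800 moved the shares most, to 37.6%, 81.5% and 83.9%. The order of kept, gained and lost peaks was the same under every alternative tried. Within deciles of total signal, however, gained peaks exceeded kept ones in the upper 5. At W2 against the SOX9 list of W2 the shares were 9.06% (95% CI 8.65 to 9.48) of lost, 38.5% (95% CI 37.6 to 39.5) of gained and 58.4% (95% CI 57.7 to 59.1) of kept peaks. The SOX word was found in 4.46% (95% CI 4.17 to 4.78) of lost and 12.3% (95% CI 11.7 to 12.9) of gained windows at W1 (controls 5.92% and 6.63%). In kept W1 peaks, which overlapped SOX9 most often, the SOX word stood at 7.003% (95% CI 6.65 to 7.37, control 6.31%). Its ratio to control was 1.11 there, against 1.85 for gained peaks. The GATA word was found in 3.81% (95% CI 3.54 to 4.10) of lost and 2.96% (95% CI 2.68 to 3.28) of gained windows (controls 2.13% and 2.48%). Kept W1 peaks held it in 3.55% (95% CI 3.30 to 3.83, control 2.32%), an interval that overlapped that of lost peaks. The GATA word thus did not set lost peaks apart from kept ones.

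**Figure D2:**
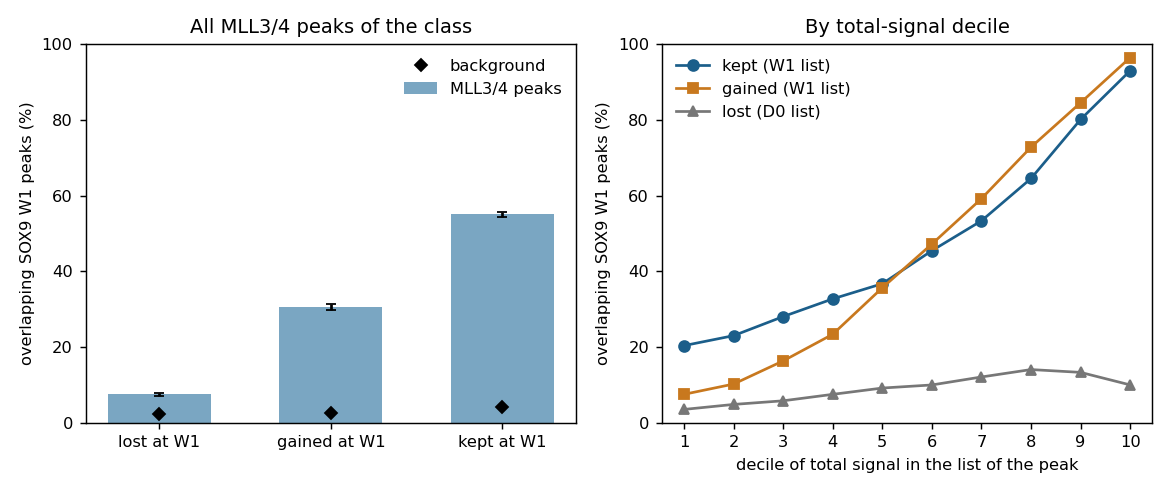
Share of MLL3/4 peaks overlapping a SOX9 W1 peak (%, vertical axes) for peaks lost, gained and kept at W1, with 95% Wilson intervals and the 10 kb background as diamonds (left), and by decile of total signal within the list of the peak (right, lowest decile first). Lost peaks stayed at or under 14.1% in every decile, while gained peaks went from 7.52% to 96.4% and kept peaks from 20.4% to 92.9%.

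At the loci fixed beforehand (the gene and 50 kb to each side, mm10), *Runx1* on chromosome 16 (92601466 to 92826149) had 0 SOX9 peaks at D0 and 12, 11, 14 and 11 peaks at W1, W2, W6 and W12. Its MLL3/4 peaks numbered 4 at D0, 13 at W1 and 17 at W2. *Gata3* on chromosome 2 (9857078 to 9890034) had 9, 7 and 8 MLL3/4 peaks at D0, W1 and W2, and 1, 3, 3, 4 and 1 SOX9 peaks from D0 to W12. *Trp63* on chromosome 16 (25683763 to 25892102) had 23, 25 and 21 MLL3/4 peaks at D0, W1 and W2, and 1, 12, 12, 14 and 9 SOX9 peaks. *Krt5* on chromosome 15 had 1, 6, 8, 10 and 5 SOX9 peaks and *Ctnnb1* on chromosome 9 had 0, 3, 6, 6 and 2 over the same time points. *Vim* on chromosome 2 had 1 SOX9 peak at W6 and 1 at W12, and 0 at D0, W1 and W2. Within 10 kb of the gene, *Gata3* had 4, 2 and 3 MLL3/4 peaks at D0, W1 and W2, and *Vim* still had 1 SOX9 peak at W6 and 1 at W12.

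Among SOX9 peaks that no D0 peak overlapped, those with the highest total signal recurred between time points. An intergenic peak on chromosome 4 (72233556 to 72234518 at W2), 32637 bp from *Tle1*, ranked 1 at W2 and at W6 and 2 at W12, and it was absent from the D0 MLL3/4 list and present in the MLL3/4 lists of W1 and W2. At the same place lay the MLL3/4 peak of highest total signal gained at W1 (72233620 to 72234419), with a maximum unscaled signal of 43. The peak ranked 1 at W1 covered 3959 bp on chromosome 13 (6027051 to 6031009), at an annotated start 156657 bp from *Klf6*, the nearest protein-coding gene. The others at W1 were an intergenic peak on chromosome 3 (148428775 to 148430105), 385478 bp from *Adgrl2*, and an intronic peak of *Tmem45a* on chromosome 16 (56869769 to 56872249). At W12 the peak ranked 1 lay on an exon of *Sfi1* on chromosome 11 (3155249 to 3159085) and was present in all pooled lists of cultured cells looked up, those without DOX included. Of the MLL3/4 peaks lost at W1, the 3 highest lay near *Gja1* on chromosome 10 (56422421 to 56423483), near *Cntn1* on chromosome 15 and at a start near *Setd5* on chromosome 6, and SOX9 peaks overlapped 0 of them at any time point. The peak near *Setd5* was overlapped by an MLL3/4 peak again at W2, whereas those near *Gja1* and *Cntn1* were not.

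In cultured cells, MYC-tag CNR was used to ask which parts of SOX9 binding needs. It gave 2242 peaks without DOX, 6671 with WT-SOX9, 11341 with dTA-SOX9 and 3980 with dHMG-SOX9. A maximum signal above 3600 RPKM, chosen after the data were seen, moved these numbers most, to 128, 1446, 4338 and 145 peaks. A no-DOX list of replicate 1 alone, for which the threshold of 1800 RPKM had not been applied, held 6707 peaks. The SOX word was found in 5.17% (95% CI 4.33 to 6.17) of no-DOX windows, 34.3% (95% CI 33.1 to 35.4) with WT-SOX9, 12.6% (95% CI 12 to 13.2) with dTA-SOX9 and 5.28% (95% CI 4.62 to 6.02) with dHMG-SOX9. The ratio to control windows was 0.803, 5.28, 1.92 and 0.942, so that dHMG-SOX9 peaks did not exceed their controls. The AP1 word was found in 7.12% of WT-SOX9 and 25.8% of dTA-SOX9 windows (controls 1.63% and 1.98%). Promoters took up 39.3% (95% CI 37.2 to 41.3) of the no-DOX peaks, 12.5% (95% CI 11.7 to 13.3) of the WT-SOX9 peaks, 8.48% (95% CI 7.98 to 9.01) of the dTA-SOX9 peaks and 27.4% (95% CI 26.1 to 28.8) of the dHMG-SOX9 peaks.

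Of the WT-SOX9 sites, 5.80% (95% CI 5.27 to 6.39) were overlapped by no-DOX peaks, 19.2% (95% CI 18.3 to 20.2) by dTA-SOX9 peaks and 6.40% (95% CI 5.84 to 7.01) by dHMG-SOX9 peaks, with backgrounds of 0.585%, 0.742% and 0.607%. Lists of equal size moved the dTA-SOX9 share most, to 14.0%, and the no-DOX share was 9.07% without replicate 2. The lowest total signal was 80962 without DOX, 77156 with WT-SOX9, 205320 with dTA-SOX9 and 90203 with dHMG-SOX9. The median with WT-SOX9 was 209142, so many WT-SOX9 sites were weaker than every dTA-SOX9 peak. These lists had no common limit on total signal, which limits what the counts and shares can say. The 1284 WT-SOX9 sites shared with dTA-SOX9 lay on no-DOX MLL3/4 peaks in 79.5% (95% CI 77.2 to 81.6) of cases, against 15.4% (95% CI 14.4 to 16.4) of the 5387 unshared sites (backgrounds 4.32% and 2.24%). Of all dTA-SOX9 peaks, 68.3% (95% CI 67.4 to 69.2) lay on no-DOX MLL3/4 peaks. The no-DOX MYC-tag peaks, the control, did so in 71.4% (95% CI 69.5 to 73.2) of cases. For dHMG-SOX9 peaks the share was 52.1% (95% CI 50.5 to 53.6).

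MLL3/4 CNR gave 33975 peaks without DOX, 10543 with WT-SOX9, 25948 with dTA-SOX9 and 23301 with dHMG-SOX9 on the assembled chromosomes. Of the no-DOX peaks, 18% (95% CI 17.6 to 18.4) were kept with WT-SOX9, 55.7% (95% CI 55.2 to 56.2) with dTA-SOX9 and 56.5% (95% CI 55.9 to 57) with dHMG-SOX9 (backgrounds 1.13%, 2.69% and 2.70%). The WT-SOX9 list was the shortest, and lists of equal size moved its share most, to 41.7%, against 66.6% for dTA-SOX9 and 72.8% for dHMG-SOX9. The 4403 MLL3/4 peaks gained with WT-SOX9 lay on WT-SOX9 MYC-tag peaks in 53.5% (95% CI 52.1 to 55.0) of cases (background 0.534%) and held the SOX word in 30.3% (95% CI 28.9 to 31.6) of windows (control 6.55%). The 6766 gained with dTA-SOX9 and the 3894 gained with dHMG-SOX9 lay on WT-SOX9 MYC-tag peaks in 1.86% (95% CI 1.57 to 2.21) and 3.47% (95% CI 2.94 to 4.09) of cases. On dTA-SOX9 MYC-tag peaks lay 20.04% (95% CI 19.1 to 21) of the peaks gained with dTA-SOX9 (background 0.687%). The share was higher, at 35.03% (95% CI 34.4 to 35.7), for the dTA-SOX9 MLL3/4 peaks kept from no DOX. It was 11.2% (95% CI 10.2 to 12.2) for peaks gained with dHMG-SOX9. With WT-SOX9 the order was the reverse, since 21.5% of its kept MLL3/4 peaks lay on WT-SOX9 MYC-tag peaks, against 53.5% of the gained ones.

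The sites of WT-SOX9 were next looked up in each MLL3/4 list, to ask which variant brings MLL3/4 to them. They overlapped MLL3/4 peaks in 27.7% (95% CI 26.7 to 28.8) of cases without DOX, 56.6% (95% CI 55.5 to 57.8) with WT-SOX9, 23.7% (95% CI 22.7 to 24.7) with dTA-SOX9 and 25.0% (95% CI 23.9 to 26.0) with dHMG-SOX9, against backgrounds of 2.64%, 1.06%, 2.18% and 2.02%. A total signal above 1800 in the MLL3/4 lists moved the WT-SOX9 share most, to 29.9%, against 21.2% without DOX, 15.4% with dTA-SOX9 and 16.7% with dHMG-SOX9. With MLL3/4 lists of equal size (10543 peaks) the dHMG-SOX9 share was 0.0450 points above the share without DOX rather than below it (95% CI -0.480 to 0.570), while the dTA-SOX9 share fell by 1.83 points.

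**Figure D3:**
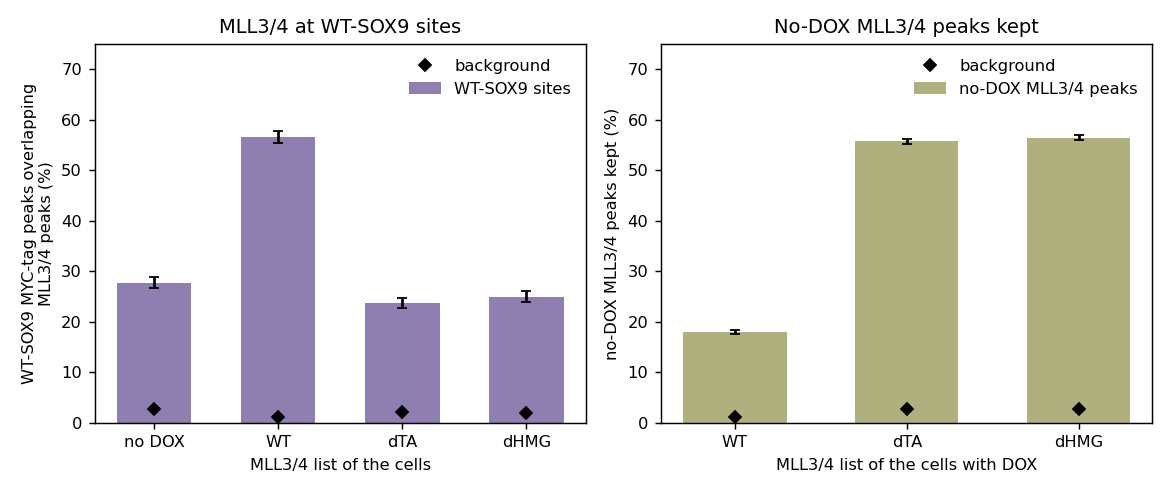
Share of WT-SOX9 MYC-tag sites overlapping MLL3/4 peaks in each MLL3/4 list of cultured cells (left, % of sites) and share of no-DOX MLL3/4 peaks kept in each list with DOX (right, % of peaks). Bars are shares with 95% Wilson intervals and diamonds the same peaks moved 10 kb; WT-SOX9 stood highest on the left, at 56.6%, and lowest on the right, at 18%.

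At *Sox9* itself (chromosome 11, 112782224 to 112787760), 0 SOX9 CNR peaks lay within 50 kb at D0, W1, W2, W6 or W12, while 7 of the 8 pooled lists of cultured cells (all but MLL3/4 with WT-SOX9 and DOX, and both no-DOX lists included) had peaks in the gene, and 98.3% of the bases of those 22 peaks fell in coding exons. The MYC-tag peaks of WT-SOX9 that ranked highest and were missed without DOX lay in introns of *Lmnb1* on chromosome 18 (56744767 to 56745297), *Grik2* on chromosome 10 (49657801 to 49658212) and *Usp32* on chromosome 11 (85078643 to 85078965). Those of dTA-SOX9 lay 69336 bp from *Cpe*, in an intron near *Kif21a* and on an exon of *Myof*, and all 3 overlapped no-DOX MLL3/4 peaks. The highest MLL3/4 peak gained with WT-SOX9 was intergenic on chromosome 10 (88833730 to 88835020), 6926 bp from *Utp20*, and overlapped a WT-SOX9 MYC-tag peak. The highest of those lost with WT-SOX9 lay at a start near *Cit* on chromosome 5 (116009100 to 116010149).

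The in vivo and cultured systems were compared last. Of the WT-SOX9 MYC-tag peaks, 54.6% (95% CI 53.4 to 55.8) overlapped the union of in vivo SOX9 peaks (background 3.32%), and 12.2% (95% CI 11.8 to 12.6) of the union overlapped a WT-SOX9 MYC-tag peak (background 0.727%). Lists of equal size moved both most, to 40.9% and 21.2%. The no-DOX MYC-tag peaks, the control, overlapped the union in 58.0% (95% CI 56.0 to 60.1) of cases.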

Values the study reported

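The study reported 1,207 peaks that were accessible before DOX and bound by dTA-SOX9. It placed the closest enhancer bound by SOX9 more than 30 kb away from the body of *Gata3*.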

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

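Of the tests in this part, the equal-size tests of the falls with dTA-SOX9 and dHMG-SOX9, the test of depth, the test of the library swap and the test of a library mixture were chosen only after the result was seen.

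The share of WT-SOX9 MYC-tag sites overlapping MLL3/4 peaks changed in opposite directions between SOX9 variants. Relative to no DOX it rose by 28.9 points with WT-SOX9, fell by 4.08 points with dTA-SOX9 and fell by 2.77 points with dHMG-SOX9. Each group has 1 pooled list, and the difference between groups was not tested.

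List length was weighed first, because the MLL3/4 list with WT-SOX9 is the shortest and that without DOX the longest. In MLL3/4 lists of equal size (10543 peaks, as in the shortest MLL3/4 list) the share with WT-SOX9 stood 39.6 points above that without DOX, which argues against list length as the cause of the rise. The share with dTA-SOX9 still fell by 1.83 points (95% CI -2.43 to -1.23), so length alone does not account for that fall either. With dHMG-SOX9 the change was 0.0450 points (95% CI -0.480 to 0.570), so its fall may come from the shorter list alone. The unscaled signal of these lists hides any difference in depth. Lower depth of the WT-SOX9 library predicts gained MLL3/4 peaks without the SOX word. The ratio to control windows at MLL3/4 peaks gained with WT-SOX9 was 4.62, against 1.04 and 1.16 for those gained with dTA-SOX9 and dHMG-SOX9, which argues against depth as the cause of the rise. For the fall with dTA-SOX9, depth stays open.

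A swap of the MYC-tag and MLL3/4 libraries of dTA-SOX9 was weighed because 68.3% of the MYC-tag peaks of dTA-SOX9 lay on no-DOX MLL3/4 peaks. That share is not specific to dTA-SOX9, since it was 71.4% for the MYC-tag peaks without DOX. A swap needs the SOX word in the MLL3/4 list, and its ratio to control windows there was 1.02, against 1.92 in the MYC-tag list, which argues against it. Antibody background over active chromatin, as in the list without DOX, predicts no word enrichment at dTA-SOX9 peaks that miss WT-SOX9 sites. There the ratio was 1.79, which argues against background as the whole cause. A dependence of the rise on both domains of SOX9 may remain as a hypothesis, found and examined on the same lists. A mixture of the MYC-tag and MLL3/4 libraries of WT-SOX9 predicts that strong MYC-tag sites come along at every locus. The MYC-tag list has 3 peaks on *Sox9* exons, and 0 of them overlapped the MLL3/4 list with WT-SOX9, whereas 168 of 175 other MYC-tag sites (96.0%) at least as strong as the second strongest of the 3 did. That speaks against a mixture, but it rests on 1 locus, so a mixture cannot be told apart from the hypothesis. The replicate numbering of that MLL3/4 list stays open as well.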

How the results depend on the processing

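The maximum signal above 3600 RPKM was the one alternative of this part chosen only after the result was seen. It stood in for the planned total signal above 3600, which removed 0 peaks from the SOX9 and MYC-tag lists and therefore says nothing about stability. No paired analysis was possible because each group has 1 list called on pooled replicates. For values in the comparisons, 127 moved beyond their counting interval (or by more than 1.5 times for counts) and 67 did not, that void setting left out, and among counts at named loci 37 moved and 75 did not when the window shrank to 10 kb. Except where a paragraph gives its construction as the reason, the cause was not tested.

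A maximum signal above 3600 RPKM left 60, 4185, 6843, 5879 and 2125 SOX9 peaks at D0, W1, W2, W6 and W12 and 128, 1446, 4338 and 145 MYC-tag peaks without DOX, with WT-SOX9, dTA-SOX9 and dHMG-SOX9, fewer by construction. The share of D0 peaks in W1 became 70.0%, of W1 in W2 79.8%, of W2 in W6 59.8%, of W6 in W12 31.1%, of W12 in W6 86.6% and of W1 in W12 29.1%. WT-SOX9 sites were then overlapped by no-DOX peaks in 3.73%, by dTA-SOX9 peaks in 16.2% and by dHMG-SOX9 peaks in 4.01% of cases.

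In lists of equal size, sharing was 81.2% of D0 in W1, 71.6% of W1 in W2, 71.4% of W2 in W6, 59.1% of W6 in W12, 60.4% of W12 in W6 and 44.0% of W1 in W12. Among all peaks, 8165 W6 peaks overlapped a W12 peak and 8287 W12 peaks overlapped a W6 peak. With such near-equal counts, lists of equal size give similar shares by construction, so they test nothing here. The lower share of W6 in W12 than of W12 in W6 is likewise arithmetic, given lists of 20579 and 9745 peaks. MLL3/4 shares were 41.6% lost and 41.4% gained at W1 and 40.7% lost and 40.6% gained at W2, and SOX9 overlapped 21.8% of lost, 63.2% of gained and 72.3% of kept peaks. In cultured cells, dTA-SOX9 overlapped 14.0% of WT-SOX9 sites, and 41.7% of no-DOX MLL3/4 peaks were kept with WT-SOX9, 66.6% with dTA-SOX9 and 72.8% with dHMG-SOX9. With MLL3/4 lists of 6671 peaks, the number of WT-SOX9 sites, these sites lay on MLL3/4 peaks in 13.2% of cases without DOX, 45.4% with WT-SOX9, 11.6% with dTA-SOX9 and 13.3% with dHMG-SOX9, so the dHMG-SOX9 share was no longer below that without DOX. The overlap of WT-SOX9 sites with the in vivo union was 40.9%, and of the union with WT-SOX9 sites 21.2%.

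In the 50% of each list with the highest total signal, sharing was 76.6% of W1 in W2 and 34.7% of W1 in W12. MLL3/4 shares were 45.7% lost and 36.6% gained at W1 and 47.9% lost and 34.9% gained at W2, and SOX9 overlapped 5.50% of lost, 42.4% of gained and 49.9% of kept peaks. dTA-SOX9 overlapped 17.7% of WT-SOX9 sites, kept shares were 16.2%, 57.1% and 58.2% with WT-SOX9, dTA-SOX9 and dHMG-SOX9, and the shares between WT-SOX9 sites and the in vivo union were 52.3% and 11.7%.

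A total signal above 1800 in the MLL3/4 lists gave 51.2% lost and 37.9% gained at W1 and 39.0% gained at W2. SOX9 then overlapped 37.6% of lost, 81.5% of gained and 83.9% of kept peaks. Kept shares in cultured cells were 10.9%, 51.8% and 53.3% with WT-SOX9, dTA-SOX9 and dHMG-SOX9, and WT-SOX9 sites lay on MLL3/4 peaks in 21.2% of cases without DOX, 29.9% with WT-SOX9, 15.4% with dTA-SOX9 and 16.7% with dHMG-SOX9.

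An overlap of at least 50% of the shorter peak gave MLL3/4 shares of 49.8% lost and 41.3% gained at W1 and 50.2% lost and 37.4% gained at W2, and a SOX9 overlap of 8.09% for lost peaks. WT-SOX9 sites were overlapped by dHMG-SOX9 peaks in 5.83% of cases and lay on MLL3/4 peaks in 26.6% without DOX, 22.4% with dTA-SOX9 and 23.8% with dHMG-SOX9. Merging peaks within 500 bp gave 78.4% of W1 in W2, 40.9% of W6 in W12 and 37.0% of W1 in W12, with 47.1% lost at W1 and 47.9% lost and 34.7% gained at W2.

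Against the union of SOX9 lists, 19.5% of lost, 43.1% of gained and 70.9% of kept MLL3/4 peaks overlapped. Among WT-SOX9 sites missed by the no-DOX list, 17.4% were overlapped by dTA-SOX9 and 3.23% by dHMG-SOX9. Without replicate 2, the lowest and highest values coincide since 1 list exists. It gave 6707 no-DOX MYC-tag peaks, with no threshold of 1800 RPKM, which overlapped 9.07% of WT-SOX9 sites, and kept shares of no-DOX MLL3/4 peaks of 16.0% with WT-SOX9, 50.8% with dTA-SOX9 and 50.6% with dHMG-SOX9, the latter pair in the opposite order to the pooled list.

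The ratio of the SOX word to control windows with the word CWTTGT was 2.30, 1.92, 2.26 and 2.95 at W1, W2, W6 and W12, 1.62 for gained MLL3/4 peaks, 3.81 for WT-SOX9 and 1.73 for dTA-SOX9. With CCWTTGTT it was 3.20, 5.22, 4.53, 5.34 and 7.16 from D0 to W12, 0.523 for lost and 2.72 for gained MLL3/4 peaks, 10.5 for WT-SOX9 and 2.51 for dTA-SOX9. In wider windows, reaching 100 bp to each side, it was 2.09, 1.88, 2.12 and 2.59 from W1 to W12, 0.819 for lost and 1.64 for gained MLL3/4 peaks, 3.55 for WT-SOX9 and 1.67 for dTA-SOX9. Control windows 10 kb away gave 5.58 for WT-SOX9. Promoters of 2.5 kb, larger by construction, held 28.3% of D0, 28% of W1 and 17.8% of W12 SOX9 peaks, 33.1% of D0 and 18.3% of gained W1 MLL3/4 peaks, 19% of WT-SOX9 and 15.3% of dTA-SOX9 MYC-tag peaks and 25.8% of no-DOX MLL3/4 peaks.

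Under each alternative tried for it, the order of kept, gained and lost MLL3/4 peaks in their overlap with SOX9 held. Within deciles of total signal, however, kept peaks led gained ones in the lower 5 only. The lower kept share with WT-SOX9 than with dTA-SOX9 and dHMG-SOX9 held under each of its alternatives. The higher overlap of WT-SOX9 sites with MLL3/4 peaks of WT-SOX9 cells did so as well. Depth limits the MYC-tag list of dHMG-SOX9, where the lowest and the median maximum both equal 8 fragments at the highest point of a peak. What depth limits in the pooled MLL3/4 lists is unknown, since their depth is unknown.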

Other observations

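Of the tests in this part, those of depth at W1, of depth of the short MLL3/4 list, of the separate lower and upper parts of the W1 list and of vector DNA were chosen only after the result was seen.

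Kept MLL3/4 peaks overlapped SOX9 at W1 more often than gained ones, by 24.5 points. Greater width of kept peaks is argued against as the whole cause. At equal width a difference of 11.3 points remained, with a higher kept share in 10 of 10 width deciles. A part played by width stays open, since the difference shrank. At equal total signal the mean difference over all 10 deciles was 2.40 points, and kept peaks led in 5 of them. This mean averages deciles that went opposite ways, so it cannot say how much of the difference came from signal. The deciles differed. In the lower 5 kept peaks led by 9.55 points and in 5 of 5 deciles, so signal as the whole cause is argued against there. In the upper 5 the lead turned into -4.75 points and kept peaks led in 0 deciles. Signal alone does not predict such a reversal, since signal as the only cause left 0.877 points in simulated peaks. Gained peaks overlapped SOX9 more often than lost peaks by 22.9 points, and at equal rank of signal by 36.3 points, so higher signal of gained peaks is argued against as the cause. A recruitment of MLL3/4 to SOX9 sites may contribute for gained peaks, as a hypothesis, and age changed along with DOX. Kept W1 peaks overlapped SOX9 most often, yet their ratio of the SOX word to control windows was 1.11, against 1.85 for gained peaks. Antibody background over active chromatin was not tested for kept peaks and stays open.

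Loss of MLL3/4 peaks at W1 was concentrated among weak peaks, with 3.78% lost in the tenth of the D0 list with the highest total signal. That is consistent with weak peaks crossing the calling threshold as a source of much of the loss. Lower depth at W1 cannot be told apart from a change of MLL3/4, because the lists are unscaled. The maximum over a satellite region at W1 was 99.1% of that at D0, but the same region varied from 62504 to 256631 RPKM among SOX9 lists and is no constant gauge.

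The MLL3/4 list with WT-SOX9 and DOX was short, and its maximum over the satellite region was 28.8% of that without DOX, with a mitochondrial maximum of 468 against 1895. A lower depth of that pooled library cannot be told apart from a loss of MLL3/4 in the cells, since the unscaled list gives no depth and the satellite region is no constant gauge. List length alone is argued against for the lower kept share with WT-SOX9, which in lists of equal size stood at -31.2 points against dHMG-SOX9.

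The SOX and AP1 words were more frequent at W12 than at W1 (24.8% against 18.4% and 29.8% against 16.2%). Reducing the W1 list to the size of the W12 list by signal gave 19.4% and 16.04%, and weighting W1 peaks to the GC content of W12 gave 19.3% and 16.7%. Both argue against a list of only stronger peaks and against GC content as the cause. A change of SOX9 sites over time may remain as a hypothesis, with age and grafting changed as well.

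SOX9 peaks first seen at W6 lay on D0 MLL3/4 peaks less often than the earlier W6 peaks, by -42.6 points. At equal signal the difference was -45.6 points, which argues against weaker signal as the cause. WT-SOX9 sites shared with dTA-SOX9 lay on no-DOX MLL3/4 peaks more often than unshared ones, by 64.1 points, and by 64.7 points at equal signal, so higher signal of the shared sites is argued against. A preference of dTA-SOX9 for sites with MLL3/4 may be a hypothesis for the latter. Frequent overlap with MLL3/4 alone does not show it, because 71.4% of no-DOX MYC-tag peaks also lay on no-DOX MLL3/4 peaks.

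Peaks at *Sox9* in cultured lists, 22 in 7 of 8 pooled lists (all but MLL3/4 with WT-SOX9 and DOX), had 98.3% of their bases in coding exons, although coding sequence makes up 27.5% of the gene (1521 of 5537 bp). In the WT-SOX9 MYC-tag list a peak ran from 112782585 to 112783015 on chromosome 11. Vector DNA with the coding sequence is a candidate source, since it predicts peaks limited to coding exons and without DOX as well. It also predicts such peaks in each library of cells that carry the vector, and the MLL3/4 list with WT-SOX9 and DOX had 0 peaks in the gene, against 3 without DOX, 3 with dTA-SOX9 and 4 with dHMG-SOX9. That goes against vector DNA being seen in every such library, and the reason was not tested. MLL3/4 peaks in vivo at D0 also covered coding exons, by 93.03% and 100% of their bases. For the 3 peaks at W1 the shares were 79.8%, 98.04% and 0%. The MLL3/4 list of W2 had 0 peaks in the gene, the nearest lying 14530 bp away, although these mice carry the transgene. Because the source of the peaks on coding exons is unsure, binding at the *Sox9* locus was not read from them.

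The nearest SOX9 CNR peak to *Gata3* at W1 lay inside the gene, at a distance of 0 bp (chromosome 2, 9866926 to 9867434). Its maximum of 1844 RPKM equalled the lowest in the W1 list. A stronger peak of 2996 RPKM also lay inside the gene, and the strongest within 50 kb, of 10487.5 RPKM, lay 21289 bp from the gene. All 3 exceeded the score of 1800 that the study set for its CNR peaks. These distances are shorter than the value quoted from the study above. The study speaks of an enhancer and mentions weaker peaks beside it without positions, so it is unknown whether its statement rests on these peaks.

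The CTCF word stood in 1.14% of lost and 0.975% of gained MLL3/4 windows at W1, against 0.30% of kept ones, with 0.198% in control windows of lost peaks. The TP63 word was rare. Its share exceeded that of control windows in each of the 7 pooled MLL3/4 lists, from 0.0581% against 0.0273% in vivo at W2 to 0.191% against 0.0147% in cultured cells without DOX. SOX9 lists lay on both sides of their control windows, with 0% (95% CI up to 0.483) against 0.0631% at D0, 0.0192% against 0.0256% at W1, 0.0804% against 0.0322% at W2, 0.0389% against 0.0437% at W6 and 0.0308% against 0.0308% at W12. Among pooled MYC-tag lists it was 0.0446% against 0.0223% without DOX, 0.02998% against 0.02998% with WT-SOX9, 0.132% against 0.0397% with dTA-SOX9 and 0.0503% against 0% with dHMG-SOX9. No explanation was tested for these words.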
